# A biology-driven approach identifies the hypoxia gene signature as a predictor of the outcome of neuroblastoma patients

**DOI:** 10.1186/1476-4598-9-185

**Published:** 2010-07-12

**Authors:** Paolo Fardin, Annalisa Barla, Sofia Mosci, Lorenzo Rosasco, Alessandro Verri, Rogier Versteeg, Huib N Caron, Jan J Molenaar, Ingrid Øra, Alessandra Eva, Maura Puppo, Luigi Varesio

## Abstract

**Background:**

Hypoxia is a condition of low oxygen tension occurring in the tumor microenvironment and it is related to poor prognosis in human cancer. To examine the relationship between hypoxia and neuroblastoma, we generated and tested an in vitro derived hypoxia gene signature for its ability to predict patients' outcome.

**Results:**

We obtained the gene expression profile of 11 hypoxic neuroblastoma cell lines and we derived a robust 62 probesets signature (NB-hypo) taking advantage of the strong discriminating power of the *l*_1_-*l*_2 _feature selection technique combined with the analysis of differential gene expression. We profiled gene expression of the tumors of 88 neuroblastoma patients and divided them according to the NB-hypo expression values by K-means clustering. The NB-hypo successfully stratifies the neuroblastoma patients into good and poor prognosis groups. Multivariate Cox analysis revealed that the NB-hypo is a significant independent predictor after controlling for commonly used risk factors including the amplification of *MYCN *oncogene. NB-hypo increases the resolution of the *MYCN *stratification by dividing patients with *MYCN *not amplified tumors in good and poor outcome suggesting that hypoxia is associated with the aggressiveness of neuroblastoma tumor independently from *MYCN *amplification.

**Conclusions:**

Our results demonstrate that the NB-hypo is a novel and independent prognostic factor for neuroblastoma and support the view that hypoxia is negatively correlated with tumors' outcome. We show the power of the biology-driven approach in defining hypoxia as a critical molecular program in neuroblastoma and the potential for improvement in the current criteria for risk stratification.

## Background

Neuroblastoma is the most common pediatric solid tumor, deriving from ganglionic lineage precursors of the sympathetic nervous system [1,2]. It is diagnosed during infancy and shows notable heterogeneity with regard to histology and clinical behavior [3], ranging from rapid progression associated with metastatic spread and poor clinical outcome to spontaneous, or therapy-induced regression into benign ganglioneuroma [4]. Clinical and molecular risk factors which correlate with prognosis include age at diagnosis, stage, histology, chromosomal aberrations, and amplification of the N-myc proto-oncogene (*MYCN*), which is the most typical genetic feature of advanced-stage neuroblastoma [3,5,6]. *MYCN *amplification correlates with a more malignant course of the disease, angiogenesis, resistance to therapy, and poor clinical outcome [5,7-9], suggesting that it may be a progression-related event and a potential therapeutic target [3].

In particular, high expression of the proangiogenic cytokine, vascular endothelial growth factor (VEGF), is a marker of poor prognosis in neuroblastoma tumors [10,11].

Tumor microenvironment is intimately connected with the evolution of the disease. In particular, hypoxia, a condition of low oxygen tension occurring in poorly vascularized areas, has a profound effects on tumor cell growth, susceptibility to apoptosis, and resistance to radio- and chemotherapy [12,13]. The response to hypoxia is associated with changes in gene expression [14-16]. Hypoxia activates, among others, hypoxia-inducible transcription factors (HIF-1α and HIF-2α) [12,17,18], which transactivate the hypoxia-responsive element (HRE) present in the promoter of many genes encoding angiogenic, metabolic and metastatic factors [13,19,20] and contribute to the acquisition of the tumor aggressive phenotype [13,14,21].

There is little information on the relationship among hypoxia, tumor phenotypes and clinical parameters in neuroblastoma. Rapidly expanding neuroblastoma tumors present hypoxic areas and metastasize to bone marrow [22] and it has been reported that HIF-2α is significantly correlated with a poor prognosis [23]. Neuroblastoma cells adaptation to hypoxia activates a gene expression program consistent with the pro-metastatic events [24]. Furthermore, hypoxia causes dedifferentiation in vitro and in vivo suggesting a novel mechanism for the selection of highly malignant neuroblastoma cells with stem-cell characteristics [25].

Every cell type is bound to respond to hypoxia and the gene expression profile of the tumor will have, to some extent, the footprint of hypoxia which, in turn, might be a prognostic indicator depending on the proportion of the hypoxic tissue. Therefore, clues to the prognosis of neuroblastoma might be reflected at the time of surgical removal in the pattern of hypoxic gene expression in the primary tumor. Definition, detection and analysis of hypoxia induced gene expression have the potential of leading to interesting and useful molecular predictors of neuroblastoma progression.

We investigated the prognostic potential of hypoxia induced genes in neuroblastoma tumors. A biology-driven approach was chosen to define the hypoxia signature. We performed a systematic analysis of the transcriptome of neuroblastoma cell lines cultured under hypoxic or normoxic conditions and applied a rigorous framework to derive a robust 62 probesets neuroblastoma hypoxia signature (NB-hypo). We show that the NB-hypo have a strong predictive power in the multivariate Cox regression model that includes the classical prognostic factors. This signature can also stratify a heterogeneous subgroup of patients with *MYCN *not amplified tumors. In conclusion, we demonstrate that NB-hypo is an independent risk factor and provide evidences of the power of the biology-driven approach to study the role of molecular programs in human tumors.

## Materials and methods

### Patients

The clinical characteristics of the 88 patients used in this study are listed in Table 1. The tumor samples were obtained at the time of diagnosis. The median follow-up time for patients in this study is 3.5 years (range = 0-16 years) and the median age at the diagnosis is 1 year (range = 0-14). Analysis of the predictive value of the current European risk factors *MYCN *status, International Neuroblastoma Staging System (INSS), and age was performed by Kaplan-Meier curves and log-rank test for overall survival (OS). All the prognostic factors stratified the patients in our cohort (p < 0.0001). Overall survival was 72.6% for the *MYCN *not amplified patients, compared with 10.4% for the *MYCN *amplified patients (HR = 4.30, 95% CI 3.66-30.69). For INSS, OS curves were characterized by a survival rate of 93.6% for the stage 1, 2, 3, and 4S patients, compared with a survival rate of 25.4% for the stage 4 patients (HR = 16.65, 95% CI 5.37-23.74). Overall survival was 100% for the patients with age at the diagnosis < 1 year, compared with 46.6% for the patients with age at the diagnosis > 1 year (HR and 95% CI undefined).

**Table 1:** Clinical characteristics of 88 neuroblastoma patients

	number	%of total
**age**		
< 1	25	28.4
> 1	63	71.6
		

**INSS stage**		
1	8	9.1
2	15	17.0
3	13	14.8
4	40	45.5
4s	12	13.6
		

***MYCN *status**		
Normal	72	81.8
Amplified	16	18.2
		

**tissue source**		
adrenal gland	34	38.6
liver	8	9.1
lymphnodes	8	9.1
side chain abd	20	22.7
side chain thorax	10	11.4
skin	2	2.3
Undetermined	6	6.8

### Cell lines and culture conditions

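MYCN, the transcription factor gene whose amplification marks aggressive neuroblastoma, was read from its 2 brightest probesets as a check of the cell line labels, with 1 array per cell line and condition and therefore no replicates. At the brighter probeset the signals of GI-LI-N, IMR-32, LAN-1, SK-N-BE(2)C and SK-N-SH lay between 33350 and 67630 in both conditions. SK-N-F1 had signals of 5788 and 6119 there, but only 27.9 and 40.0 at the other probeset. In ACN, SHEP-2, GI-ME-N and both SHEP-21N lines the highest signal at the brighter probeset was 55.3. As background, SHEP lines derive from SK-N-SH, so the high signals of the arrays labelled SK-N-SH (33500 and 35220) leave that label open to question, which was not settled here. At the other probeset SHEP-2 had 38.9 in hypoxia and 132.1 in normoxia, and the hypoxic array labelled SHEP-21N over-expressing MYCN had a signal of 830.2 and its normoxic array 13.7, while the arrays labelled SHEP-21N not over-expressing MYCN had 25.3 in hypoxia and 28.7 in normoxia. The normoxic array labelled as over-expressing MYCN thus had no higher MYCN signal than the line labelled as not over-expressing it at this probeset. On that array the 3'/5' control ratios, a sign of RNA quality, were 67.3 for GAPDH and 94.0 for ACTB. Degraded RNA therefore stays open as a reason for its low MYCN signal. Which part of the MYCN transcript the SHEP-21N construct carries was not examined.

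**Figure D1:**
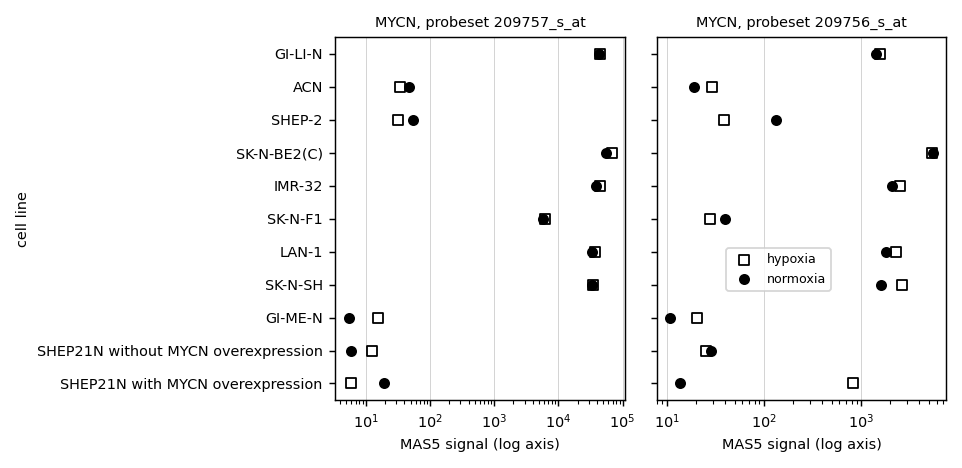
MAS5 signals of MYCN (horizontal log axes, arbitrary units) on the 22 arrays at its 2 brightest probesets, 1 row per cell line, open squares for hypoxia and filled circles for normoxia. At the less bright probeset (right) the SHEP21N line with MYCN overexpression stands at 830.2 in hypoxia and at 13.7 in normoxia. Its normoxic array had the highest 3'/5' ratios of GAPDH (67.3) and ACTB (94.0).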

The human neuroblastoma cell lines GI-LI-N, ACN, GI-ME-N, IMR-32, LAN-1, SK-N-BE(2)C, SK-N-F1, and SK-N-SH were purchased from the Interlab Cell Line Collection while SHEP-2, SHEP-21N over-expressing MYCN, and SHEP-21N not over-expressing MYCN were kindly provided by Dr. M. Schwab (Division of Tumour Genetics, German Cancer Research Centre, Heidelberg, Germany). The cell lines were cultured in RPMI 1640 (Euroclone Ltd., Celbio, Milan, Italy), supplemented with 10% heat-inactivated fetal bovine serum (Sigma, Milan Italy), 2 mmol/L L-glutamine, 10 mM Hepes, 100 units/mL penicillin, and 100 μg/mL streptomycin (Euroclone Ltd), at 37°C in a humidified incubator containing 20% O2, 5% CO2, and 75% N2. Hypoxic conditions (1% O2) were achieved by culturing the cells in an anaerobic workstation incubator (BUG BOX, Jouan, ALC International S.r.l., Cologno Monzese, Milan, Italy) flushed with a gas mixture containing 1% O2, 5% CO2, and balanced N2 at 37°C in a humidified atmosphere. Oxygen tension in the medium was measured with a portable, trace oxygen analyzer (Oxi 315i/set, WTW; VWR International, Milan, Italy).

### RNA extraction and microarray experiments

Total RNA was extracted using Trizol (Invitrogen Life technologies, Irvine, CA) according to the manufacturer's instructions. RNA was resuspended in diethyl pyrocarbonate-treated H2O (DEPC water), the physical quality control of RNA integrity was carried out by electrophoresis using Agilent Bioanalyzer 2100 (Agilent Technologies Waldbronn, Germany) and quantified by NanoDrop (NanoDrop Technologies Wilmington, Delawere USA). Total RNA was reverse transcribed into cDNA and biotin labeled according to the Affymetrix instructions (Affymetrix, SantaClara, CA). Biotin-labeled cRNA was cleaned up with the Qiagen RNeasy Mini kit and ethanol precipitation, checked for quality with Agilent Bioanalyzer 2100, and fragmented by incubation at 94°C for 35 min in 40 mmol/L Tris-acetate (pH 8.1), 100 mmol/L potassium acetate, and 30 mmol/L magnesium acetate. Fragmented cRNA was used for hybridization to Affymetrix HG-U133 Plus 2.0 arrays. GeneChips were scanned using an Affymetrix GeneChip Scanner 3000. The microarray data were released into the GEO-database (accession number GSE17714). Expression values were quantified, and array quality control was performed using the statistical algorithms implemented in Affymetrix Microarray Suite 5.0. All microarrays were examined for surface defects, grid placement, and background intensity. All the global microarray quality metrics that are summarized in Affymetrix report files were within normal ranges for all the samples. The scale factors (SF) for all the hybridizations were within 1 SD of the mean (SF 1-3). 

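The control probesets for GAPDH and ACTB, at the 3' and the 5' end of these housekeeping transcripts, were read from all 22 arrays. The GAPDH 3'/5' ratio had a median of 1.12 and ranged from 0.939 to 67.3, with 1 array above 3. The ACTB 3'/5' ratio had a median of 1.61 and ranged from 1.18 to 94.0, with 2 arrays above 3. Both highest ratios came from the normoxic array of SHEP-21N over-expressing MYCN, and the other ACTB ratio above 3, of 5.05, came from the normoxic array of SHEP-21N not over-expressing MYCN. The GAPDH ratio was lower in hypoxia than in normoxia in 9 of the 11 cell lines (exact sign-flip permutation test over cell lines, two-sided, p = 0.0107), with a mean log2 difference of -0.63 ± 1.76 (SD, n = 11 cell lines). Without SHEP-21N over-expressing MYCN it was -0.10 ± 0.11 (SD, n = 10 cell lines, p = 0.0215 from the same permutation test). The ACTB ratio was higher in hypoxia in 6 of the 11 lines, with a mean log2 difference of -0.45 ± 1.57 (SD, n = 11 cell lines, p = 0.529), which became 0.01 ± 0.40 without that line (SD, n = 10 cell lines, permutation p = 0.943).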

All samples had 3'/5' *Gapdh *and 3'/5' *Actb *ratios below the maximum threshold of 3. To asses RNA integrity, "RNA digestion plot" was performed. Quality control and RNA digestion plot were used as implemented in the R package affy. 

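The signals used here were on the scale of 500 and had not been divided by the array or gene medians. The mean of each of the 22 arrays, without the top and bottom 2% of its signals, lay between 500.01 and 500.07. The array medians lay between 71.9 and 131.8 in hypoxia, with a median of 94.7, and between 69.4 and 133.6 in normoxia, with a median of 92.3. Hypoxic and normoxic arrays of the same cell line did not differ in their medians by more than the spread between lines (mean log2 difference 0.03 ± 0.13, SD, n = 11 cell lines, exact sign-flip permutation test, two-sided, p = 0.479). After division by the array median, the median log2 change of the expressed probesets ranged from -0.20 in GI-ME-N to 0.12 in SK-N-SH.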

Array signals were scaled to an average intensity of 500, and the resulting data were normalized as follows: 1) per microarray sample, dividing the raw data by 50th percentile of all measurements; and 2) per gene, by dividing the normalized data by the median of the expression level for the gene in all samples.

### Data analysis and statistics of gene expression in cell lines

To define the hypoxia gene signature, we independently applied the *l*_1_-*l*_2 _regularization with double optimization and the evaluation of differential gene expression to the dataset of 11 neuroblastoma cell lines cultured in hypoxic or normoxic conditions. The signature was defined as the intersection of the probesets selected by the two methods.

*l*_1_-*l*_2 _regularization technique was proposed in the context of statistical learning as a feature selection method [26] and successfully applied in the field of computational biology [27]. *l*_1_-*l*_2 _regularization is a supervised multivariate analysis which statistical significance and model selection is performed within double selection bias free cross-validation loops. Detailed descriptions of the application of *l*_1_-*l*_2 _algorithm and the method applied to select optimal values of the parameters for signature definition were previously reported [28]. Briefly, the output of the *l*_1_-*l*_2 _regularization algorithm depends on one free parameter εthat governs the amount of correlation allowed among the selected variables (probesets); the higher the ε, the more probesets are taken into account. The algorithm analyzed all the probesets on the chip simultaneously, thereby dealing with 54675-dim vectors. The system was characterized by a leave-one-out error of 10% and performed the validation loop producing 22 lists of probesets for each εvalue. A common list was obtained as the union of the 22 lists, with a frequency score counting how many times each probeset was selected by the algorithm in the 22 cross validation loops. In order to define the frequency threshold, the behavior of each ε curve was analyzed. The minimal list is obtained for values of ε equal to or lower than 1, whereas the largest list, which is correlation aware, is obtained for ε equal to 100. Thus, to include every probesets concurring in the identification of the hypoxia status, we set ε equal to 100.

In order to define the differentially expressed probesets, a fold change was calculated as the ratio between the expression level in the hypoxic and normoxic conditions for each individual cell line. The probesets that were modulated of at least 2-fold were selected and a t-test with Benjamini and Hochberg multiple hypothesis correction was applied. Only those probesets that were selected by both *l*_1_-*l*_2 _regularization algorithm and differentially expressed method were included in the NB-hypo.

### Data analysis and statistics of gene expression in neuroblastoma tumors

The predictive value of the signature was assessed on the tumor expression dataset. The patients were divided into two clusters by applying K-means clustering, with euclidean distance and 100 iterations, on the normalized expression values of the NB-hypo.

We performed a t-test to assess the significance of the obtained clustering versus the random clustering distribution. A permutation test was performed in order to measure the stability of the obtained clusters. We sampled 300 times a random signature and repeated the clustering procedure, each time evaluating the misclassification distance between the obtained and random clusters. Hierarchical clustering analysis with complete linkage was performed by Cluster 3.0 software (Michael Eisen, Stanford University, California, USA). The dendrogram was visualized using TreeView 1.6 (Michael Eisen, Stanford University, California, USA).

The probability of overall survival (OS) and event-free survival (EFS) was calculated using Kaplan-Meier method, and the significance of the difference between Kaplan-Meier curves was calculated by the log-rank test using Prism 4.03 (GraphPad Software, Inc.).

Multivariate Cox proportional regression analysis was performed to evaluate the prognostic significance of NB-hypo and the currently used risk factors such as age at diagnosis (> 1 year *vs*. < 1 year), International Neuroblastoma Staging System (INSS) stage (stage 4 *vs*. not stage 4), and *MYCN *status (amplified *vs*. not amplified). Hazard ratios and 95% confidence interval for survival were calculated (StatPlus 4.7, AnalystSoft).

## Results

### The hypoxia signature of neuroblastoma cell lines

The neuroblastoma hypoxia signature was defined by the biology-driven approach outlined in Figure 1A. 

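RNA of 11 neuroblastoma cell lines, each cultured at 1% O2 (hypoxia) and at 20% O2 (normoxia) for 18 hours, was measured on 22 Affymetrix HG-U133 Plus arrays, 1 array per cell line and condition. The authors computed the signals with Microarray Suite and scaled each array to an average of 500. Here each signal was divided by the median of its array and taken as log2, and changes are the log2 of hypoxia over normoxia within a cell line. The division by the gene median was left out because it is the same for every array and cancels in a ratio. The comparison was paired by cell line: limma was fitted to all 54675 probesets with the cell line as a block, and p values were adjusted by Benjamini and Hochberg. A probeset was counted as modulated when its adjusted p was under 0.05 and the mean change over the 11 cell lines was at least 2-fold in either direction. Changes of genes were computed with the brightest by mean log2 signal of the probesets that name a single gene, which gave 19775 genes. The 23 gene lists and the rule for naming genes were written before the data were examined. On simulated data of the same size, this rule counted 90 of 100 probesets planted with a log2 change of 2, 29 of 100 planted with a log2 change of 1 and 9 of 54475 planted with none. The number of arrays limits the precision, since each cell line has 1 array per condition.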

We utilized an in vitro experimental model consisting of 11 neuroblastoma cell lines, cultured under normoxic or hypoxic conditions for 18 hrs. RNA was extracted, processed and the gene expression profile was determined. To derive the hypoxia signature we applied the framework detailed in the Materials and Methods' section, which combines the discriminatory power of the *l*_1 _- *l*_2 _regularization algorithm and the biological strength of differentially expressed genes. 

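The probesets that separated hypoxic from normoxic arrays in the re-implemented regularization belonged to 4 genes. BNIP3, a mitochondrial protein that takes part in mitophagy, was selected through its 2 probesets in 22 and 21 of the 22 loops. PDK1, the kinase that restrains pyruvate dehydrogenase, was selected through 1 of its 3 probesets in 22 loops, and TAF9B, a subunit of the general transcription machinery, through 1 of its 5 probesets in 20 loops. FAM162A, listed in Table 2 as E2IG5, was selected through 2 of its 5 probesets, in 17 and 11 loops. The selected probeset of TAF9B rose, while its brightest one was lower in 11 of 11 lines (log2 change -0.98, adjusted p = 0.171 from limma). TAF9B was named after its values were seen.

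These 6 probesets were chosen in at least 50% of the 22 loops, each of which left out 1 array, with an epsilon of 100. In all, 14 probesets were chosen in at least 1 loop and 2 in every loop. The left-out array was given the wrong condition in 1 of 22 loops (4.55%), the normoxic array of GI-ME-N. The paper's text does not name the grid of the sparsity parameter, the inner folds or the frequency threshold. With both arrays of a cell line left out together, 10 probesets were selected. With the sparsity parameter fixed at 0.6 of its largest useful value, a setting chosen after the data were examined, 133 probesets were selected and 31.8% of the left-out arrays were wrong. On simulated data, 83 of 100 probesets planted with a log2 change of 2 and 33 of 100 planted with a log2 change of 1 were selected.

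On all 54675 probesets, the first principal component held 24.9% of the variance, and 6 of the 11 cell lines had their hypoxic array on the same side of their normoxic array. Of the variance of that component, 99.9% lay between cell lines. On the 6 selected probesets the first component held 89.2% of the variance and 11 of 11 lines moved to the same side, which is not independent evidence because these probesets were selected by condition. The scores of the 2 conditions still overlapped on that component.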

The application of *l*_1 _- *l*_2 _algorithm to the neuroblastoma cell lines dataset defined a list of 137 probesets able to discriminate hypoxic from normoxic cell lines (Figure 1B). In the figure the multi dimensional model is projected on its 3 principal components. 

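Under hypoxia the genes that rose included DDIT4, an inhibitor of mTOR signaling, ALDOC and PFKFB4 of glycolysis, VEGFA, the angiogenic factor, and NDRG1, a stress-responsive gene. In all 26 probesets were modulated among 54675, 25 of them higher and 1 lower. Without a 2-fold limit the balance depended on the setting: 71 probesets were higher and 101 lower when signals below 50 were set to 50, and 33 and 26 by the paired t-test, against the same 25 and 1 in the main comparison. The probesets that name a single gene stand for 17 genes, of which 12 are listed in Table 2, and 3 modulated probesets name several genes or none. The single lower probeset was that of CLDN23, a claudin of tight junctions, which was lower in 11 of 11 lines (log2 change -2.09, standard error 0.31, adjusted p = 0.0495 from limma). Its mean signal of 27.7 lay below the median of every array, so the size of this change is uncertain. The probeset was not modulated with signals below 50 set to 50, and it was not tested with the filter on a mean signal of 100. It was also not modulated with any 1 of the 11 lines left out.

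Genes of glucose transport and glycolysis rose as a group (adjusted p = 5.14e-41 from camera with a preset correlation, 0.00136 with an estimated correlation). Of 25 measured members 9 rose, none fell and 16 did not pass the test (23 higher when adjusted over the list alone). Of these members 7 are genes of Table 2, which the study chose on these arrays. Among the 18 members outside Table 2, 4 rose (16 higher when adjusted over the list alone). These were HK2, a hexokinase, with a log2 change of 1.26 (standard error 0.16), PFKP with 0.99 (0.15), ENO1 with 0.67 (0.09) and ALDOA with 0.64 (0.11), each higher in 11 of 11 lines. The mean over all HK2 probesets had the opposite sign, -0.47. Of 11 genes of collagen hydroxylation and crosslinking, 3 rose, none fell and 8 did not pass (7 higher when adjusted over the list alone), among them P4HA1, a prolyl hydroxylase of collagen, with a log2 change of 1.47 (standard error 0.23), and P4HA2 and PLOD1, which are genes of Table 2. P4HA1 passed the test only without GI-ME-N or without SHEP-21N over-expressing MYCN when 1 line was left out. Of 16 angiogenic factors, VEGFA rose and 15 did not pass (5 higher and 1 lower when adjusted over the list alone). ADM, a vasodilator peptide, had a log2 change of 1.81 with an adjusted p of 0.0627. Of 12 genes of the oxygen sensing system, EGLN1, an oxygen-dependent prolyl hydroxylase, rose and 11 did not pass (4 higher when adjusted over the list alone). Of 17 Jumonji histone demethylases, KDM3A rose and 16 did not pass (5 higher when adjusted over the list alone). EGLN1 and KDM3A are genes of Table 2.

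Of 10 measured genes of DNA repair, none passed limma's test over all genes, while 6 were lower at an unadjusted p under 0.05, 6 when adjusted over the list alone, and 1 by the paired t-test with the same correction. As a group they were lower, with a median log2 change of -0.41 (adjusted p = 7.39e-08 from camera, 0.0148 with an estimated correlation), for example CHEK1, a checkpoint kinase, with -0.47 (standard error 0.11). The group passed camera's preset test without SHEP-21N over-expressing MYCN as well, and the GAPDH 3'/5' ratio, a sign of RNA quality, also differed between the conditions (lower in hypoxia in 9 of 11 lines, exact permutation p = 0.0107). The transcripts of HIF1A and EPAS1, the regulated subunits of the hypoxia-inducible factors, had log2 changes of -0.12 (adjusted p = 0.707) and 0.39 (adjusted p = 0.816).

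At an unadjusted p under 0.05 with at least 2-fold, 1320 probesets passed. With probesets of at least 2-fold picked first and the paired t-test corrected over those 1979 alone, 215 were modulated, 147 higher and 68 lower. This alternative was chosen after the data were examined and follows the order in which the paper's methods name these steps. The probesets were picked by the same change that was then tested, so the correction does not hold the share of false calls at its limit. The comparison is paired by cell line, and without the cell line as a block 9 probesets were modulated. Leaving out 1 cell line lowered the count to 8 without GI-LI-N or SHEP-2, 9 without SK-N-F1, 12 without SK-N-SH, 16 without ACN or IMR-32 and 17 without LAN-1. With GI-LI-N, IMR-32 and SK-N-SH, whose arrays resemble each other, averaged into 1 line, a choice made after the data were examined, limma counted 0 modulated probesets and 1474 with at least 2-fold at an unadjusted p under 0.05. The hypoxia changes of these 3 lines correlated at 0.04 to 0.115 across probesets, against a median of 0.041 and a highest of 0.157 in other pairs of lines. Correlations were about as low in other pairs, so they cannot tell repeated samples from separate lines. Whether the modulated probesets rested on repeated samples is decided neither by the count of 0 nor by these correlations. The averaging leaves 9 lines, but without both SHEP-21N lines, which also leaves 9, 12 probesets were modulated. The cause of the count of 0 was not tested. With the 3 SHEP lines averaged into 1 line, which leaves 9 lines as well, 9 probesets were modulated.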

The differential expression analysis of hypoxic vs. normoxic cell lines identified 174 significant modulated probesets. 

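All of the 6 probesets selected by the regularization were also among the modulated probesets, so the intersection held 6 probesets of 4 genes, BNIP3, FAM162A, PDK1 and TAF9B, of which the first 3 are listed in Table 2. BNIP3 rose by a log2 change of 2.32 at the probeset selected in every loop (standard error 0.26, adjusted p = 0.00841 from limma) and of 1.88 at the other (standard error 0.24, adjusted p = 0.0177), each higher in 11 of 11 cell lines. FAM162A rose by 2.02 at its brightest probeset (standard error 0.25, adjusted p = 0.0147) and by 1.86 at the other (standard error 0.24, adjusted p = 0.0193). PDK1 rose by 2.01 (standard error 0.22, adjusted p = 0.00841). The selected probeset of TAF9B rose by 1.60 (standard error 0.20, adjusted p = 0.0147), but the brightest of its 5 probesets had -0.98 (adjusted p = 0.171, lower in 11 of 11 lines), so no direction is given for this gene. Probesets chosen in at least 1 loop and also modulated numbered 13. When the modulated probesets alone were recounted, with the regularization kept on all 22 arrays, the intersection was 2 without GI-LI-N or SHEP-2, 3 without SK-N-F1 or SK-N-SH, and 0 with GI-LI-N, IMR-32 and SK-N-SH averaged into 1 line, where limma counted no probeset as modulated.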

We intersected the cluster of probesets originated from the *l*_1 _- *l*_2 _regularization with that created by the analysis of the differential expression, obtaining a 62 probesets signature that is referred to as NB-hypo. The 62 probesets correspond to 32 genes (Table 2) comprising mainly known hypoxia inducible genes providing indirect validation of our signature. 

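The genes of Table 2 were higher in hypoxia in each of the 11 cell lines on average, by a mean log2 change of 1.29 ± 0.42 (SD, n = 11 cell lines). The mean was lowest in GI-ME-N, at 0.69, and highest in LAN-1, at 2.12. Which line was lowest depended on the normalization. With the values as deposited, GI-ME-N had 0.93 and SHEP-21N over-expressing MYCN was lowest, at 0.72. With quantile normalization GI-ME-N had 0.90 and SHEP-21N over-expressing MYCN was again lowest, at 0.70. LAN-1 stayed highest under both. For the values divided by the array median, the exact sign-flip permutation test over the lines gave p = 0.00098, the smallest it can give. At the gene level 20 of the 32 rose, none fell and 12 did not pass the test (30 higher when adjusted over the list alone). The study chose these genes on these arrays, so neither the counts nor the mean are independent evidence of their direction.

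DDIT4 had a log2 change of 2.33 (standard error 0.26, adjusted p = 0.00761 from limma) and was at least 2-fold higher in 11 of 11 lines. ALDOC had 2.30 (0.24), NDRG1 2.30 (0.29), PFKFB4 2.24 (0.29) and VEGFA 1.99 (0.26). ANKRD37 had 1.70 (standard error 0.16, adjusted p = 0.00313). Of the 12 genes that did not pass, EGLN3, an oxygen-dependent prolyl hydroxylase, had a log2 change of 1.74 (standard error 0.32, adjusted p = 0.084) and was higher in 11 of 11 lines. ANGPTL4, a regulator of lipid metabolism, had 0.65 (standard error 0.43, adjusted p = 0.625) and was higher in 7 of 11 lines, and IGF1R, MAPT, MTFP1 and BTG1 had 0.32, 0.42, 0.50 and 0.55. PGK1 did not pass at its brightest probeset (0.78, adjusted p = 0.0528), although 2 of its 6 probesets were modulated. In all, 12 of the 32 genes had a modulated probeset, and 20 had one when signals below 50 were set to 50. Without the cell line as a replicate block 4 had one, and 5 without GI-LI-N, SHEP-2 or SK-N-F1 and 7 without SK-N-SH. With GI-LI-N, IMR-32 and SK-N-SH averaged, limma found none of the 32 with a modulated probeset.

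The 12 genes in bold in Table 2, which the paper finds in other signatures, had a mean log2 change of 1.49 and the other 20 of 1.18. The difference of 0.31 ± 0.16 (SD, n = 11 cell lines) was positive in 11 of 11 lines (exact sign-flip permutation test over lines, p = 0.00098). That test holds these genes fixed and leaves out the spread between genes. The bold genes ranged from 0.32 (IGF1R) to 2.33 (DDIT4) and the others from 0.42 (MAPT) to 2.30 (ALDOC). Whether genes shared with other signatures respond more strongly in general was not tested. From the presence of known hypoxia inducible genes among the 32, the paper reasons that the signature receives indirect support.

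**Figure D2:**
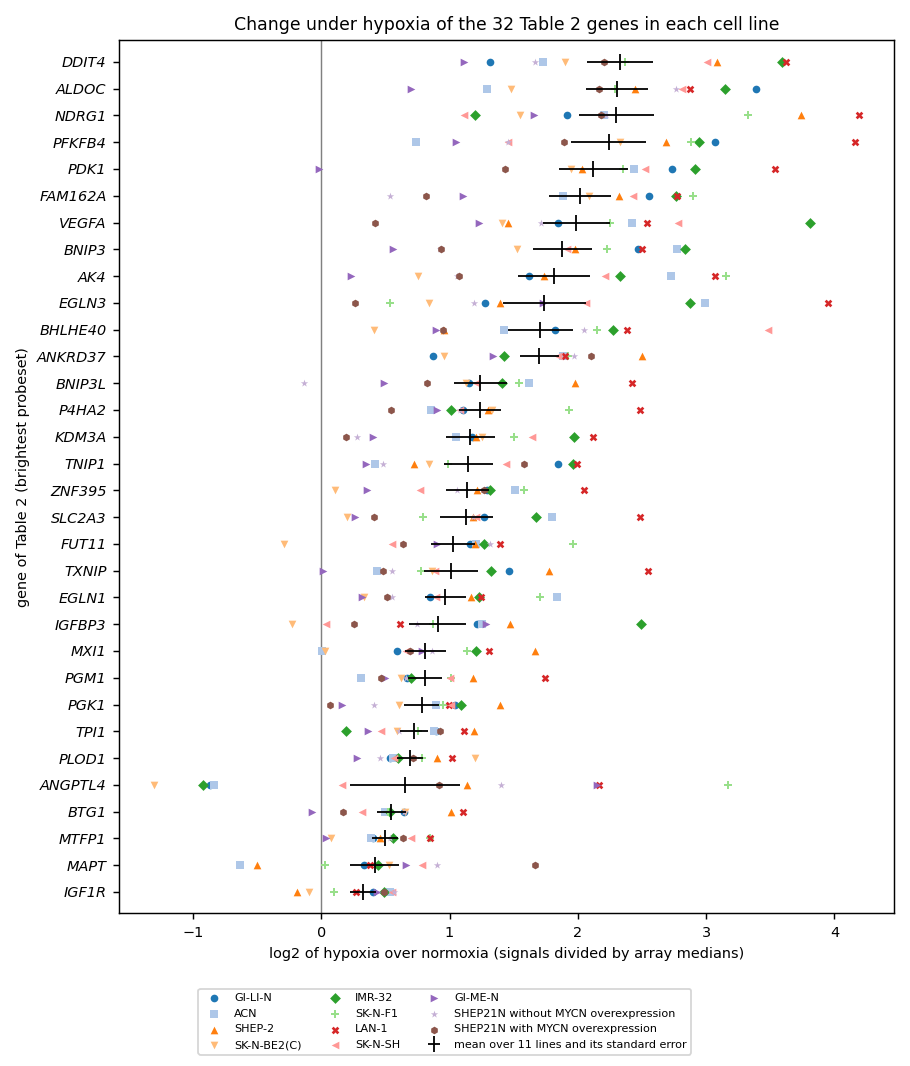
log2 of hypoxia over normoxia (horizontal axis) for the 32 genes of Table 2 at their brightest probesets, 1 row per gene and 1 symbol per cell line, with the mean over 11 lines and its standard error in black. DDIT4 lies at the top with a mean of 2.33 and IGF1R at the bottom with 0.32.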

The NB-hypo, which was generated only by objective criteria, was then applied to the gene expression profiles of tumors from neuroblastoma patients.

**Figure 1:**
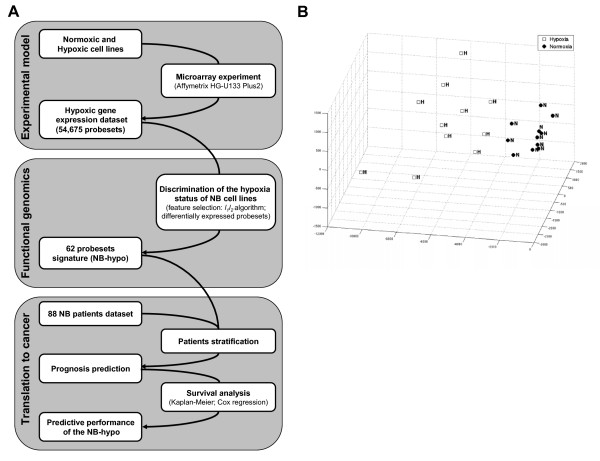
**Definition of neuroblastoma hypoxia signature (NB-hypo)**. A, workflow of the biology-driven approach applied to define the hypoxia signature. The workflow is divided into three main blocks representing, from top to bottom, the experimental data collection, the functional genomics data analysis, and the evaluation of the NB-hypo as prognostic factor in neuroblastoma patients. B, principal components representation of the multivariate analysis performed on the 11 cell lines by *l*_1 _- *l*_2 _algorithm. This figure illustrates a 3-dimensional visualization of the dataset restricted to the selected probesets projected on their 3 principal components. Open squares (H) represent the cell lines in hypoxic status and the black circles (N) the corresponding cell lines in normoxic status.

**Table 2:** NB-hypo genes

Gene Name	GenBank*	Description	Reference^†^
***AK3L1***	NM_013410	adenylate kinase 3-like 1	[14]
*ALDOC*	NM_005165	aldolase C, fructose-bisphosphate	[71]
***ANGPTL4***	NM_016109	angiopoietin-like 4	[72]
***ANKRD37***	AA886870	ankyrin repeat domain 37	[73]
*BHLHB2*	NM_003670	basic helix-loop-helix domain containing, class B, 2	[74]
***BNIP3***	NM_004052	BCL2/adenovirus E1B 19 kDa interacting protein 3	[43]
*BNIP3L*	AF060922	BCL2/adenovirus E1B 19 kDa interacting protein 3-like	[75]
*BTG1*	NM_001731	B-cell translocation gene 1, anti-proliferative	[76]
***DDIT4***	NM_019058	DNA-damage-inducible transcript 4	[43]
*E2IG5*	NM_014367	growth and transformation-dependent protein	[77]
*EGLN1*	BC005369	egl nine homolog 1 (C. elegans)	[78]
*EGLN3*	NM_022073	egl nine homolog 3 (C. elegans)	[79]
*FUT11*	BF541967	fucosyltransferase 11 (alpha (1,3) fucosyltransferase)	--
***IGF1R***	H05812	insulin-like growth factor 1 receptor	[80]
*IGFBP3*	M31159	insulin-like growth factor binding protein 3	[81]
*JMJD1A*	AA524505	jumonji domain containing 1A	[82]
*MAPT*	AI056359	microtubule-associated protein tau	--
*MTP18*	AF060924	mitochondrial protein 18 kDa	--
*MXI1*	NM_005962	MAX interactor 1; MAX interactor 1	[83]
***NDRG1***	NM_006096	N-myc downstream regulated gene 1	[84]
*P4HA2*	NM_004199	procollagen-proline, 2-oxoglutarate 4-dioxygenase, alpha polypeptide II	[85]
*PDK1*	NM_002610	pyruvate dehydrogenase kinase, isoenzyme 1	[71]
***PFKFB4***	AL038787	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4	[86]
***PGK1***	NM_000291	phosphoglycerate kinase 1	[87]
*PGM1*	NM_002633	phosphoglucomutase 1	[88]
***PLOD1***	NM_000302	procollagen-lysine 1, 2-oxoglutarate 5-dioxygenase 1	[85]
*SLC2A3*	NM_006931	solute carrier family 2 (facilitated glucose transporter), member 3	[89]
***TNIP1***	NM_006058	TNFAIP3 interacting protein 1	--
*TPI1*	NM_000365	triosephosphate isomerase 1	[90]
*TXNIP*	AA812232	thioredoxin interacting protein	[81]
***VEGF***	AF022375	vascular endothelial growth factor	[71]
*ZNF395*	NM_017606	zinc finger protein 395	[91]

* GenBank accession number.

^† ^Representative references for genes previously shown to be modulated by hypoxia.

The genes that overlap with other hypoxia signatures are in bold.

### Discriminating power of the NB-hypo

To study the prognostic value of the NB-hypo, we classified 88 neuroblastoma patients into two groups by applying a k-means clustering to the gene expression values of the 62 probesets (Figure 2). The significance of the clustering performance was assessed by permutation tests of 62 random probesets. The misclassification distance was calculated each time and the t-test (p < 0.001, data not shown) indicated that the NB-hypo significantly stratified patients into two clusters of 21 (cluster 1) and 67 (cluster 2) patients respectively. The expression levels of the probesets were grouped by hierarchical clustering and are represented in the heatmap in Figure 2. Cluster 1 consists of tumors in which the hypoxia probesets are highly expressed and stable whereas cluster 2 consists of tumors in which the expression levels are lower and less stable.

**Figure 2:**
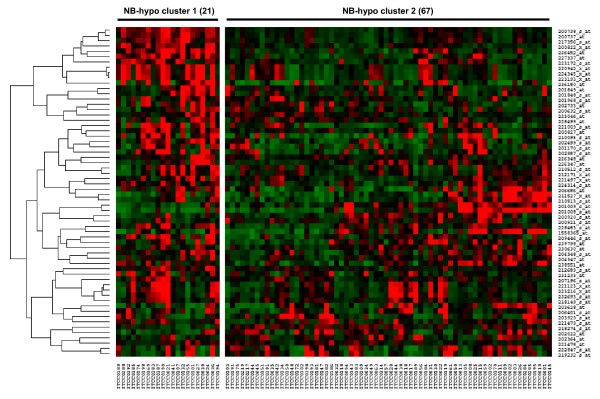
**Heatmap of the 62 probesets in the 88 neuroblastoma tumors**. The expression data for each individual probeset have been scaled and are represented by pseudo-colors in the heatmap. Red color corresponds to high level of expression and green color corresponds to low level of expression. The 88 patients (columns) were divided into two groups by k-means clustering. Cluster 1 consists of 21 patients and cluster 2 consists of 67 patients. The expression values of the 62 probesets were grouped by hierarchical clustering (rows). Hierarchical clustering dendrogram is on the left and the corresponding probesets on the right.

The survival in the resulting groups was analyzed by Kaplan-Meier curves, log-rank test for overall survival (OS) (Figure 3A) and event-free survival (EFS) (Figure 3B). The results show a significant separation (p < 0.001) of the two curves in both OS and EFS demonstrating that the NB-hypo can stratify patients into poor (cluster 1) and good prognosis (cluster 2) groups. OS curves are characterized by a survival rate of 73.2% for the patients with good prognosis, compared with a survival rate of 25.5% for the patients with poor prognosis (HR = 4.26, 95% CI 3.33-22.81). EFS curves are characterized by a survival rate of 67.7% for the patients with good prognosis, compared with a survival rate of 27.7% for the patients with poor prognosis (HR = 3.08, 95% CI 1.94-11.09). The latter belong to the class with highly expressed hypoxia-related probesets (Figure 2), suggesting that the hypoxic microenvironment takes part in the definition of the neuroblastoma aggressiveness.

**Figure 3:**
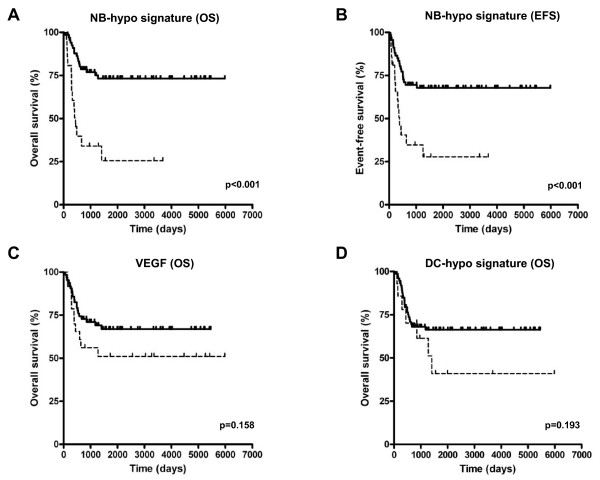
**Kaplan-Meier and log-rank analysis for 88 neuroblastoma patients**. OS (A) and EFS (B) of patients classified according to the NB-hypo. OS (C) of patients classified according to 4 *VEGF *probesets. OS (D) of patients classified according to dendritic cells hypoxia signature. Solid and dashed curves represent good and poor prognosis patients, respectively. The p-value of the log-rank test is shown.

As a control, we tested the discriminating power of the four probesets characterizing *VEGF*, a gene represented in the NB-hypo and broadly up-regulated in hypoxic cells. The expression values of the four probesets were used to classify the 88 patients into two groups by k-means clustering (Figure 3C). *VEGF *alone was not capable of dividing the patients in statistically significant groups demonstrating the need for a complex signature.

To address the question of the relationship between effectiveness of the hypoxia signature and cell lineage, we tested the hypoxia signature of human dendritic cells [29]. The latter signature did not stratify the patients (Figure 3D) indicating that the prognostic value of the NB-hypo was dependent on the nature of the cell lines used for its definition.

To determine whether the NB-hypo is an independent risk predictor over the currently used risk factors, we created a multivariate Cox proportional hazard regression model using NB-hypo, age, INSS stage, and *MYCN *status. The results are shown in Table 3. INSS stage and NB-hypo have been found to be significant predictors (p < 0.01), with Hazard Ratios (HR) of 7.15 (95% CI, 2.08 to 24.64) and 2.73 (95% CI, 1.31 to 5.69) respectively, thus providing the evidence that hypoxia is a prognostic factor in neuroblastoma patients. There is no a significant correlation between INSS stage and NB-hypo. However, every stage 2 and stage 3 patients who survived and every stage 1 patients were classified by NB-hypo in the good prognosis group, while in the poor prognosis group 13 out of 21 (62%) were stage 4 patients (data not shown).

**Table 3:** Multivariate Cox analysis for 88 patients

Multivariate Cox regression				
**Factor**	***P***	**HR**	**95% CI**	

			**Lower**	**Upper**

				
INSS Stage (1-3, 4S vs 4)	**0.002**	7.15	2.08	24.64
NB-hypo	**0.007**	2.73	1.31	5.69
Age (< 1y vs > 1y)	0.801			
*MYCN *(normal vs amplified)	0.671			

We studied the relationship between NB-hypo and other hypoxia signatures generated in different tumor systems in terms of overlapping, neuroblastoma patients' stratification and risk assessment. We considered the following hypoxia signatures: the hypoxia metagene described by Winter *et al*. [30] and redefined by Buffa *et al*. [31]; the VEGF signature by Hu *et al*. [32]; two early hypoxia signatures by Seigneuric *et al*. [33]. First, we investigated whether the 32 genes composing our signature are part of the considered hypoxia signatures. Table 4 shows the result of the overlap analysis. Few genes belonging to the NB-hypo are found in each of the other hypoxia signatures. Moreover, a total of 12 out of 32 genes are represented in at least one of the other signatures (genes in bold in Table 2). We then tested the predictive performance of the hypoxia signatures in stratifying neuroblastoma patients by performing survival curves analysis and multivariate Cox regression. The results are reported in Table 5 and demonstrate that most of these signatures fail to stratify the patients, with the exception of Winter's hypoxia signature. However it is not a significant predictor in the multivariate Cox analysis. These results demonstrate the effectiveness of the biology-driven approach applied to derive the neuroblastoma hypoxia signature and that hypoxia signatures derived from different tumor types are less effective than the one derived from the same tumor type for which they are conceived. In conclusion, we show that the NB-hypo is an independent and significant risk factor that can predict neuroblastoma patients' outcome.

**Table 4:** Hypoxia gene signatures overlapping

	Number of genes	Overlapping genes*
Hypoxia metagene(Winter) [30]	99	7
Hypoxia metagene(Buffa) [31]	51	8
VEGF signature [32]	13	5
Early hypoxia signature 0% [33]	71	1
Early hypoxia signature 2%[33]	34	0

* Number of overlapping genes among NB-hypo and the other signatures.

**Table 5:** Prognostic significance of other hypoxia signatures compared to NB-hypo

	**Hypoxia metagene (Winter) **[30]	**Hypoxia metagene (Buffa) **[31]	**VEGF signature **[32]	**Early hypoxia signature 0% **[33]	**Early hypoxia signature 2% **[33]	NB-hypo
log-rank test*	**0.006**	0.945	0.891	0.225	0.414	**< 0.001**
P^†^	0.248	0.827	0.649	0.012	0.636	**0.007**
HR	1.57	1.11	1.25	6.35	1.22	2.73
95% CI	(0.73, 3.35)	(0.44, 2.75)	(0.47, 3.31)	(1.50, 27.03)	(0.54, 2.76)	(1.31, 5.69)

* p-value of the log-rank test for overall survival patients stratification.

^† ^p-value for the multivariate Cox analysis for 88 patients.

Significant p-values (p < 0.01) are in bold.

### NB-hypo as a prognostic factor in MYCN not amplified patients

*MYCN *amplification is a very important risk factor in neuroblastoma and correlates with unfavorable prognosis. However, within patients lacking *MYCN *amplification, the commonly used prognostic factors give little information regarding outcome [34]. Thus, it was important to determine the predictive power of the NB-hypo in *MYCN *not amplified tumors found in 72 out of 88 patients. We classified the neuroblastoma patients into two classes by applying k-means clustering to the gene expression values of the 62 probesets. The Kaplan-Meier curves and log-rank test for overall survival (OS) (Figure 4A) and event-free survival (EFS) (Figure 4B) are shown. The results demonstrate a significant separation of the two curves in both OS (p < 0.001) and EFS (p < 0.001) thereby identifying good and poor prognosis *MYCN *not amplified patients. The good prognosis cluster consists of 61 patients, whereas 11 patients belong to the poor prognostic cluster. OS curves are characterized by a survival rate of 81.4% for the patients with good prognosis, compared with a survival rate of 24.2% for the patients with poor prognosis (HR = 6.71, 95% CI 8.74-182.30). EFS curves are characterized by a survival rate of 74.8% for the patients with good prognosis, compared with a survival rate of 27.3% for the patients with poor prognosis (HR = 4.53, 95% CI 3.49-50.25).

**Figure 4:**
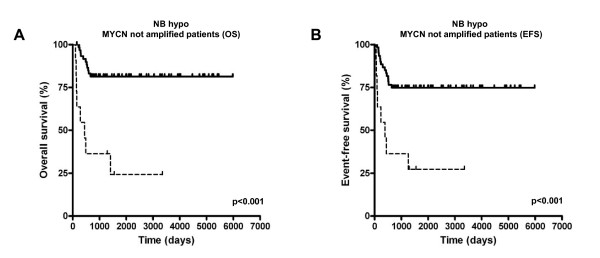
**Kaplan-Meier and log-rank analysis for 72 neuroblastoma patients without *MYCN *amplification**. OS (A) and EFS (B) of patients classified according to the NB-hypo. Solid and dashed curves represent good and poor prognosis patients, respectively. The p-value of the log-rank test is shown.

We created a multivariate Cox proportional hazard regression model of age, INSS stage and NB-hypo (Table 6). The NB-hypo (p = 0.001; HR = 5.04; 95% CI, 2.00 to 12.69) is a significant independent predictor of outcome and it is equivalent to the INSS stage (p = 0.002; HR = 7.35; 95% CI, 2.13 to 25.40). Although the limited number of patients did not allow further sub grouping with statistical significance, it is interesting to analyze the association of the patients' risk factors profile with poor and good prognosis groups (Figure 5). All stage 1 and stage 4S patients and every stage 2 and stage 3 patients who survived were correctly classified by NB-hypo as good prognosis. Interestingly, NB-hypo correctly classified in the poor prognosis group the only stage 3, age>1 year intermediate risk and stage 2, age>1 year low risk patients who died.

**Table 6:** Multivariate Cox analysis for 72 patients without *MYCN *amplification

Multivariate Cox Regression				
**Factor**	***P***	**HR**	**95% CI**	

			**Lower**	**Upper**

				
INSS Stage (1-3, 4S vs 4)	**0.002**	7.35	2.13	25.40
NB-hypo	**0.001**	5.04	2.00	12.69
Age (< 1y vs > 1y)	0.868			

**Figure 5:**
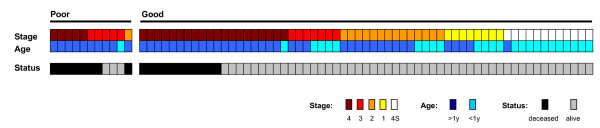
**Risk factors and survival of 72 *MYCN *not amplified patients**. Patients are divided in poor and good prognosis groups according to the NB-hypo. Columns represent individual patients. The first line represents the patients according to the International Neuroblastoma Staging System (INSS). The second line represents the patients according to the age at diagnosis (> 1 year *vs*. < 1 year). In the last line, the patients are divided in deceased, black squares, and alive, gray squares.

Our results demonstrate that NB-hypo increases the resolution of the *MYCN *stratification by dividing patients with *MYCN *not amplified tumors in good and poor outcome groups suggesting that the neuroblastoma hypoxia is associated with the aggressiveness of neuroblastoma tumor independently from *MYCN *amplification.

## Discussion

Identification of new markers for outcome prediction will improve the effectiveness of risk related therapy for neuroblastoma patients. Furthermore, definition of the molecular programs linked to the prognostic markers is important for targeted therapy and specific drug discovery. Utilizing an innovative biology-driven approach, we selected 62 probesets representing a robust hypoxia signature of neuroblastoma cell lines and we tested it on a cohort of 88 neuroblastoma patients for outcome prediction. We found that NB-hypo is a strong, independent risk predictor also for patients with *MYCN *not amplified tumors. These results demonstrate the power of the biology-driven approach to identify molecular programs related to tumor progression and point to hypoxia and NB-hypo as important prognostic indicators in neuroblastoma.

The precise definition of the relationship between hypoxia and human cancer is complicated by the difficulty in measuring hypoxia at the tumor site. The use of an independent hypoxia signature to analyze tumor gene expression profile and related outcome is a powerful way to probe the hypoxic status of tumors and its implications [30,35]. We previously identified an 11 probesets hypoxia signature in 9 neuroblastoma cell lines by using *l*_1 _- *l*_2 _feature selection technique, a multivariate method specifically adopted to detect the subtle hypoxia response masked by strong transcriptional pattern [28]. The present study is based on the analysis of 11 neuroblastoma cell lines and on the modification of the *l*_1 _- *l*_2 _algorithm parameters in order to consider additional discriminative features. Furthermore, we combined the unique discriminating power of* l*_1_-*l*_2 _algorithm with the biological weight of the differential expression analysis to develop a robust method to identify a hypoxia signature that could better account for the biology of the tumor. This framework was carefully tested in its components and it is based on rigorous statistics and verification.

The definition of NB-hypo as a risk factor was obtained by estimating the Kaplan-Meier survival curves and the Cox proportional hazard regression model. We found that the NB-hypo stratifies neuroblastoma patients into good and poor prognosis groups with a significant separation of the patients for both OS and EFS. Risk assessment in neuroblastoma is based upon a number of factors which include, among others, age at diagnosis, International Neuroblastoma Staging System (INSS) stage, and *MYCN *status [36]. However, despite elaborate risk estimation strategies, outcome prediction for patients with neuroblastoma is still imperfect, as suggested particularly by current low- and intermediate risk patients with adverse outcome [34]. Our finding that NB-hypo is a true independent prognostic factor may help improving the risk assessment in neuroblastoma patients.

We and other have observed that the response to hypoxia is highly heterogeneous in different cell lines [28,35] raising the question of the effectiveness of the hypoxia signature generated in other cell types in stratifying neuroblastoma tumors. We found that the hypoxia gene set derived from dendritic cells did not stratify the patients. Furthermore, the single *VEGF *gene did not divide the patients in significant risk related groups even if it is almost universally induced by hypoxia, indicating that a more complex gene set was needed. Furthermore, we studied the relationship between NB-hypo and other hypoxia signatures generated in different tumor systems in terms of overlapping, neuroblastoma patients' stratification and risk assessment. We found that only a limited overlapping consistent with the notion that hypoxia modulates different genes in different cells. Furthermore, only the Winter's hypoxia signature [30] out of the 5 tested was able to stratify neuroblastoma patients but without reaching a level of significance in the multivariate Cox analysis. These results demonstrated that NB-hypo is the only independent risk factor, among the signatures tested, capable of producing a significant patients' stratification. This property of NB-hypo could be due to the match between cellular system used to derive the signature and tumor, to the rigorous computational framework utilized or, more likely, to a combination of these factors.

NB-hypo probesets are highly expressed in aggressive tumors indicating that neuroblastoma hypoxia leads to growth, metastasis and poor outcome when reaching the levels that make it measurable by microarray. These results provide evidence that hypoxia is a sizable component of progressing neuroblastoma tumor. Hypoxia is a common characteristic of many aggressive tumors [37] and there are several reports associating HIF-1α/2α expression with the patients' outcome in a broad range of cancers [38]. There is evidence that hypoxia plays a role in causing the dedifferentiation of neuroblastoma cells in vitro [39,40]. Furthermore, Forristal *et al*. [41] reported that HIF-2α is important in maintaining the pluripotency of human embryonic stem cells in hypoxic condition and Pietras *et al*. [42] demonstrated that HIF-2α maintains bone marrow- derived neuroblastoma tumor cells at a neural crest-like stage of differentiation in vitro and in vivo. Thus, the hypoxia-HIF-2α system promotes the undifferentiated phenotype either by dedifferentiation or inhibition of differentiation and may contribute to the aggressiveness through these mechanisms. The relationship between HIFs system and hypoxia is complicated by the fact that different environmental signals, such as genetic alterations, transition metals, chelating agents, hormones, and growth factors, share with hypoxia the property of inducing HIF-1α/2α and HIF-dependent gene transcription under normal pO_2 _[38,43,45]. Several reports associate HIF expression with the outcome of a broad range of cancers [38]. Correlation between HIF-2α, VEGF expression and poor prognosis [23] or pro-angiogenic activity was reported in neuroblastoma [46]. Recently, Noguera *et al*. [47] demonstrated an independence between HIF-1α and HIF-2α expression in neuroblastoma specimens and a correlation between HIF-1α and favorable outcome. These results show that the expression of HIF-1α/2α is not a specific and universal indicator of tissue hypoxia and the prognostic significance of HIFs may be unrelated to the hypoxic status of the neuroblastoma tumor. Thus, the assessment of tissue hypoxia requires measurement of multiple markers and NB-hypo could be a relevant tool for this purpose.

A computational approach using a priori biological knowledge to analyze the data of clinical neuroblastoma studies was applied successfully to the analysis of MYCN transcriptional targets whose over-expression contributes to the prediction of relapses and death from neuroblastoma [48]. The importance of MYCN in risk assessment is shown by the fact that *MYCN *gene is amplified, and often over-expressed, in about 22% of all neuroblastoma patients and it is an independent predictor for poor prognosis [49]. All metastatic tumors with amplified *MYCN *genes are aggressive, whereas metastatic tumors with non amplified *MYCN *genes have variable clinical behaviors influenced by the patient's age at diagnosis [50]. A 55-gene signature derived from the expression profile of metastatic neuroblastoma lacking *MYCN *amplification provided a new definition of high and low risk of disease progression [51]. We pursued the study of *MYCN *not amplified patients and tested the NB-hypo for its ability to predict the outcome of the disease. We analyzed the 72 *MYCN *not amplified patients of our cohort and we found that the NB-hypo significantly stratified them into good and poor prognosis groups and it was an independent risk factor relative to age and INSS.

Among *MYCN *not amplified tumors, stage 4 age>1 year patients are classified as high risk whereas the remaining are classified as low or intermediate risk based, among other factors, on age at the diagnosis and stage. We observed situations in which NB-hypo distinguished the clinical outcome of *MYCN *not amplified tumors more accurately than age or stage. In fact, NB-hypo correctly classified not only the deceased stage 4 age>1 year patients in the poor prognosis group, but included also in this category the deceased two stage 3 and the one stage 2 patients of the cohort belonging to the intermediate and low risk categories respectively. These results point to a high resolution of our signature. However, validation in larger cohort is needed to asses the effectiveness of NB-hypo in the above mentioned groups of patients. Although *MYCN *amplification is associated to the progression of the disease [5,8], our results indicate that hypoxia is related to the aggressiveness of neuroblastoma independently from *MYCN *amplification and it might be responsible for increasing the risk of poor outcome in patients with a more favorable biology.

Several microarray studies on neuroblastoma gene expression were published using different platforms and analysis methods [51-55]. Platform heterogeneity complicates the comparison of the signatures, although useful information can be obtained also from these datasets by appropriate algorithms [56]. The analysis of neuroblastoma tumor gene expression profiles, pioneered by Wei *et al*. [52], was followed by studies confirming the forecast of individual survival from gene expression data analyzed by the CASPAR algorithm [57,58]. Differences in the specific pattern of gene expression were described in spontaneous regressing, progressing [59] and intermediate risk [54] neuroblastoma. However, the overlap in identified expressed genes with prognostic information is low. Recent work by Vermeulen *et al*. [60] showed that a 59-gene signature, originated from the re-analysis of published gene expression studies, is an accurate and robust predictor of neuroblastoma outcome. These gene expression-based predictors were derived from the supervised association between the gene expression profile and clinical outcome. One shortcoming of this approach is that it is difficult to relate the signatures to the pathophysiology of the tumor; the second is that the results must be validated on an independent cohort of patients different from that from which the signature was originated. One advantage of the biology-driven approach is the immediate appreciation of the molecular program related to the prognostic indication. The second advantage is that independent validation of the results is not needed because the signature is not derived from the tumor profiles. Utilizing a biology-driven approach Chi *et al*. [35] demonstrated the prognostic value of hypoxia gene signature in breast and ovarian cancer. These results, together with our findings, show the power of controlled ex vivo studies in defining hypoxia as critical molecular programs in cancers and the potential for improvement in the current criteria for risk stratification of cancer patients.

The characterization of the tumor at diagnosis is indispensable for deciding the treatment and includes the evaluation of risk factors such as *MYCN *amplification status, hystotype, tissue markers, and chromosomal rearrangements [36]. The gene expression signatures are novel tools that may improve the stratification of patients thereby conditioning the choice of treatment. The hypoxic status detected by NB-hypo may be important to identify the tumors that may have high genetic instability [61] and high content of undifferentiated cells [25] at the time of excision as result of hypoxic phenotype. These characteristics of the primary tumor may be those that promote the aggressiveness of the disease and could be targeted by individualized therapies. There is a keen interest in biomarkers contained in body fluids because they are easy obtainable and can give indications about the response to therapy. These biomarkers includes catecholamines, ferritin, LDH [62], and other factors such as midkine [63], RANKL and OPG [64] but they do not define all risk groups and they can not substitute the analysis of the tumor mass. For the time being, the combination of tumor and body fluid characterization is needed for the optimal assessment of the treatment. It is reasonable to foresee that the study of the tumor mass will lead to the choice of individualized therapy and the longitudinal assessment of body fluids' biomarkers will monitor the response to therapy.

The prognostic molecular signatures linked to in vitro experimental models provide a more direct route to the development of targeted therapeutics. Many therapeutic agents are already under development to specifically target HIF pathways [65,66] or to target cells under hypoxic environments by hypoxia dependent gene therapy [17]. An alternative approach is to target the proangiogenic factors induced by hypoxia such as VEGF and its receptors [67]. The clinical results obtained so far are not very promising (reviewed in [68]) because anti-VEGF therapy causes vascular regression, with concomitant increase of intratumor hypoxia, activation of HIF target genes and increases in aggressiveness and metastatic spread [69,70]. These results suggest that the hypoxia, rather than of angiogenesis, may be the critical target for neuroblastoma therapy.

## Conclusions

Neuroblastoma shows notable heterogeneity with regard to histology and clinical behavior, ranging from rapid progression and poor clinical outcome to spontaneous or therapy-induced regression. Despite elaborate risk estimation strategies, outcome prediction for patients with neuroblastoma is still imperfect and requires new molecular indicators. We utilized an innovative biology driven approach to study the prognostic power of the molecular signature of hypoxia, a condition of low oxygen tension developing in the tumor mass. We demonstrated that the hypoxia signature is a strong, independent risk predictor in neuroblastoma patients. Our signature will improve the effectiveness of risk related therapy by helping patients' stratification. Furthermore, our result point to the transcriptional response to hypoxia as a negative event leading to poor outcome, suggesting that those neuroblastoma patients classified as high risk by our signature may benefit from therapeutic protocols targeting hypoxia pathway.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PF and LV conceived the initial idea, the experimental design, supervised the work, and wrote the manuscript. PF performed microarray experiments and interpreted results. AB contributed with the development of MATLAB and R scripts for data processing, normalization and analysis, performed the supervised analysis, and visualized the results. SM wrote the core code for *l*_1 _- *l*_2 _regularization and contributed with the development of MATLAB and R scripts for data processing, normalization and analysis. LR performed the unsupervised analysis and helped in the design and implementation of the supervised analysis. AV supervised the entire statistical data analysis. RV organized tumor samples experiments and supervised the work. HC and JM organized tumor series collection. IØ collected all survival data, sectioned tumors for expression arraying and reviewed the tumor samples. MP performed hypoxia experiment on cell lines. AE interpreted the results and supervised the work. All authors read and approved the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

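Gene expression was measured on 22 Affymetrix arrays, with 1 array for each of 11 neuroblastoma cell lines in hypoxia (1% O2) and in normoxia (20% O2), 18 hours each. The intensity values were made by the authors with the statistical algorithm of Microarray Suite (MAS5, version not given) and scaled by them to an average of 500, as their methods state. The values are on a linear scale. They had not been divided by the array or gene median, and 4 of the 22 arrays, those of SHEP21N, are given to 1 decimal with a lowest value of 3.3. All 22 arrays were used and no array was left unassigned. The tumor profiles, the clustering and the survival analyses of the paper were not analysed here.

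Each signal was divided by its array median and taken as log2. Of the 54675 probesets, 41091 name a single gene, 1801 name several genes and 11783 name none or are controls. The gene table held 19775 genes, each by the probeset with the highest mean log2 signal. Differential expression was fitted in limma 3.58.1 (R 4.3.3) with the cell line as a block and adjusted by Benjamini and Hochberg. The limits were an adjusted p of 0.05 and, for modulated probesets and changed genes, 2-fold for the geometric mean over the cell lines. No filter on low signals was applied. A difference in the hypoxia effect between the 3 SHEP lines, which came from a laboratory, and the 8 lines of the cell line collection was tested as an interaction. Provider and lineage cannot be told apart there, because the 3 lines are related. The arrays of both SHEP21N lines also had a lowest signal of 3.3, against at most 0.80 on the other arrays. A difference in array processing therefore cannot be told apart there either. Exact sign-flip permutation tests over the 11 cell lines enumerated 2048 sign patterns and were two-sided. They count the lines as independent, although the 3 SHEP lines are related, so their p values may be too small.

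The 23 gene lists were written from general knowledge and the paper before the data were examined and were tested with camera, with a preset correlation of 0.01 and again with an estimated correlation. The named genes were every gene of Table 2, the 20 largest rises and 10 largest falls past the adjusted limit that went the same way in at least 10 of 11 cell lines (only 3 falls met this), MYCN, HIF1A, EPAS1, GAPDH and ACTB, and the 4 members of each list with the smallest adjusted p. The genes in Table 2 were known from the paper when the rule was written. TAF9B, GNG8 and AGAP6 were named after their values were seen. Where Table 2 gives an older symbol, the current one is used (AK4 for AK3L1, BHLHE40 for BHLHB2, FAM162A for E2IG5, KDM3A for JMJD1A, MTFP1 for MTP18 and VEGFA for VEGF).

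The regularization was written anew with scikit-learn 1.9.0, numpy 2.4.6 and Python 3.11.15, since the authors' program was not used. It minimised the squared error with a penalty on the sum of the absolute coefficients and an epsilon of 100 on the squared ones. Probesets were standardised on the training arrays, and the sparsity parameter tau was chosen from 0.95, 0.9, 0.85, 0.8, 0.7, 0.6 and 0.5 of its largest useful value by balanced error in 7 inner folds. The grid, the folds and the rule for ties were set after the data were available. A first version used the plain error and took the sparsest of tied values. The balanced error is that of the design, and the densest of tied values was chosen on simulated data after the sparsest had been run once on the arrays, so 2 rules for ties were run. A probeset counted as selected when it was chosen in at least 50% of the 22 outer loops. On simulated data the selection held 12 of 54475 probesets planted with no change.

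Control ratios were taken from the 3', middle and 5' control probesets of GAPDH and ACTB. Comparisons with other splits swapped the conditions within cell lines, 100 of 1024 splits including the real one, or took other groups of 3 cell lines, 100 of 165. On simulated data the interaction called 61 of 100 genes planted with a log2 difference of 2, 12 of 100 with 1 and 4 of 19575 with none. The number of arrays limits the precision, since no cell line has replicate arrays in a condition.

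The alternatives set before the data were examined were the values as deposited, quantile normalization, a floor of 50, a filter on a mean signal of at least 100, the mean of all probesets of a gene, no cell line block, a paired t-test and an unpaired Welch's t-test, an adjusted p of 0.01, other readings of the 2-fold limit, the 3 SHEP lines averaged, both SHEP21N lines left out, each cell line left out in turn and, for the regularization, an epsilon of 1, linear signals, a whole cell line left out and other frequency limits. Chosen after the data were examined were GI-LI-N, IMR-32 and SK-N-SH averaged into 1 line (alone and with the SHEP lines averaged), the correction over the 2-fold probesets only, the sparsest of tied values, fixed values of tau, the interaction with SHEP21N over-expressing MYCN left out or the 2 SHEP21N lines averaged, and the intersection with the regularization on whole cell lines left out and on linear signals. The test of RNA degradation for MYCN in SHEP21N was first run on another MYCN probeset, near background on both arrays, and that run was discarded. The label rule of that test, and that of the test of resembling arrays, were changed after their values were seen, as the closing section states. Plots were drawn with matplotlib 3.10.9.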

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

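The test of a shared high MYCN level below, the comparison without SHEP21N over-expressing MYCN in the test of resembling arrays, the comparison of the SHEP21N hypoxic arrays, and the interaction with SHEP21N lines left out or averaged, were chosen only after the result was seen.

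Outside Table 2, 7 genes changed at least 2-fold at an adjusted p under 0.05 at their brightest probeset, a signal in genes that the paper does not discuss. P4HA1 (1.47), ANKZF1 (1.40), PNRC1 (1.30), HK2 (1.26) and SYNPR (1.22, at a mean signal of 60.6) had positive log2 changes, and CLDN23 (-2.09, at a mean signal of 27.7) and FFAR2 (-1.69, at a mean signal of 37.3) negative ones, each in the same direction in 11 of 11 lines. TAF9B is not among them: 1 of its 5 probesets was modulated (1.60), while its brightest had -0.98 (adjusted p = 0.171 over all probesets). The mean of all probesets gave HK2 a log2 change of -0.47. HK2 passed the limit with each of the 11 lines left out in turn. PNRC1 did not pass without GI-LI-N, ACN or IMR-32, and ANKZF1 not without GI-LI-N, SHEP-2, IMR-32, SK-N-F1, LAN-1 or SHEP21N not over-expressing MYCN. Of the others, P4HA1 passed only without GI-ME-N or without SHEP21N over-expressing MYCN, CLDN23 only without SHEP-2, SK-N-F1 or LAN-1, FFAR2 only without SHEP-2 or LAN-1, and SYNPR in none of these. With signals below 50 set to 50, CLDN23 (-0.18, adjusted p = 0.357), FFAR2 (-0.19, adjusted p = 0.326) and SYNPR (0.21, adjusted p = 0.463) did not pass, and with the filter on a mean signal of 100 they were not tested.

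The hypoxia effect of 2 genes differed between the 3 SHEP lines and the 8 other lines by the interaction test. GNG8 had a mean log2 change of 2.94 in the SHEP lines and 0.25 in the others (difference 2.69, standard error 0.29, adjusted p = 0.0393), and AGAP6 had 1.80 and -0.37 (difference 2.18, standard error 0.26, adjusted p = 0.0448). Of 100 groups of 3 lines, 4 gave as many genes, the real one included, and the highest of the others also gave 2. That share is under 5%, but other groups reached the same number of genes, so chance is not taken as excluded for this number. On simulated data the same test called 4 of 19575 genes planted with no difference. It also called 61 of 100 planted with a log2 difference of 2 and 12 of 100 with 1. The 4 calls depend on the planted genes, so they give no count for data without any difference. The SHEP21N lines with and without MYCN overexpression are the same line, so the 3 SHEP lines are not independent, and one of them holds the normoxic array with the highest 3'/5' ratios. With the 2 SHEP21N lines averaged 0 genes passed by limma (1873 at an unadjusted p under 0.05), with a difference of 2.57 for GNG8 (standard error 0.34, adjusted p = 0.177) and 2.10 for AGAP6 (standard error 0.30, adjusted p = 0.202). With SHEP21N over-expressing MYCN left out 6 genes passed, but neither GNG8 (difference 2.55, standard error 0.34, adjusted p = 0.0639) nor AGAP6 (difference 2.17, standard error 0.305, adjusted p = 0.0735). The differences stayed about as large with larger standard errors from fewer lines, so the lost calls do not show that the shared line or that array made them. At an unadjusted p under 0.05, 2316 of 19775 genes differed. The values as deposited gave 0 genes past the adjusted limit. The arrays of both SHEP21N lines also differ from all others in their lowest signal (3.3, against at most 0.80). Whether array processing contributed to the interaction was not tested.

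Of 100 splits with the conditions swapped within cell lines, 1, the real one, gave as many modulated probesets (26 against 1 in the highest other), as many changed probesets (26 against 1) and as many changed genes (23 against 1), so chance is excluded for these counts. For the number of gene lists called, 12, 5 of 100 splits gave as many, the real one included, and the highest other gave 15, so chance is not excluded for that number. The 4 other splits swapped 1, 2, 2 and 4 of the 11 lines, so they keep 7 to 10 lines in their real conditions and hold part of the hypoxia effect. The 50 splits nearest to an even swap, with 5 or 6 lines swapped, gave 0 to 6 lists.

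The arrays labelled GI-LI-N, IMR-32 and SK-N-SH resembled each other, with correlations across probesets of 0.929 to 0.937, where probesets are not independent replicates, against 0.55 to 0.856 in the other pairs of lines, leaving out pairs of 2 SHEP lines, while their hypoxia changes correlated at 0.04 to 0.115 (median of other pairs 0.041, highest 0.157). A shared high MYCN level is argued against, since the highest correlation of the other lines with high MYCN, SK-N-BE(2)C, LAN-1 and, at the brightest MYCN probeset only, SK-N-F1, with these lines was 0.83. A single cell line behind the names may account for it: the median number of probesets at least 16-fold apart between these lines was 13.5, below the 144 between hypoxia and normoxia of SHEP21N over-expressing MYCN that the test had set as its limit, and the rule written beforehand would have read this as speaking for it. That limit comes from the line with the high 3'/5' ratios and is 11 without it, and the SHEP21N lines with and without MYCN overexpression, the same line, were 43.5 apart with a correlation of 0.91 but on their hypoxic arrays alone 1 apart with 0.935, against 10 to 21 apart with 0.925 to 0.932 on the hypoxic arrays of the 3 lines and 0.879 to 0.962 within a line, so a single line and close relatives cannot be told apart here. As background, SHEP lines derive from SK-N-SH, while the correlations of SK-N-SH with the SHEP lines were 0.55 to 0.596 and the lowest signal of SK-N-SH at the brightest MYCN probeset was 33500 against at most 55.3 in the SHEP lines, and no biological explanation other than the MYCN level was tested.

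On the normoxic array labelled SHEP21N with MYCN overexpression, the less bright of the 2 MYCN probesets had a signal of 13.7, against 830.2 on its hypoxic array, while the brightest was near background on both (19 and 6). Degraded RNA may account for it and stays open: 0.201% of 7959 probesets with a similar hypoxic signal were lower by as much, a value that the rule written beforehand read as speaking against degradation. That reading was dropped after the value was seen, because the 5' control probesets changed by -6.09 for GAPDH and -5.82 for ACTB on the same array while their 3' probesets changed by -0.16 and -0.78, and the value decides nothing in any case, since a signal of 13.7 is at background and leaves the size of the fall unknown. A wrong label also stays open. The array correlated at 0.885 with the normoxic array without MYCN overexpression and at 0.879 with its own hypoxic array. This difference of 0.006 is too small to speak for or against a wrong label. Degraded RNA and a wrong label cannot be told apart here. A lower MYCN expression in that culture was not tested.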

How the results depend on the processing

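The alternatives with GI-LI-N, IMR-32 and SK-N-SH averaged, with the 2-fold step first, with fixed tau, with the sparsest tied tau and with the intersection on whole lines left out or linear signals were chosen after the data were examined. The mean response of the Table 2 genes stayed positive, between 1.19 and 1.35, under the 15 alternatives run for it, and of the 31 named genes that passed the test the direction held for all 31 under each alternative run for them except the mean of all probesets, where HK2 became -0.47. Of these 31, 4 still passed without the replicate block, 12 with the mean of all probesets and 7 without GI-LI-N, 12 without IMR-32, 13 without ACN or SK-N-F1, 14 without SK-N-SH, 15 without LAN-1 or SHEP21N not over-expressing MYCN, 16 without SHEP-2, 17 without SK-N-BE(2)C, 18 without SHEP21N over-expressing MYCN and 25 without GI-ME-N. The number of lists called was 9 with an estimated correlation and 11 to 14 under the others. Signals near background limit what can be called: 28515 of 54675 probesets had a mean signal of at least 100.

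Modulated probesets numbered 26 and genes of Table 2 among them 12. These became 45 and 20 with a floor of 50, 52 and 21 with the filter at 100, 9 and 4 with the 3 SHEP lines averaged, 12 and 5 without both SHEP21N lines, 9 and 4 without the replicate block, 8 and 5 at an adjusted p under 0.01, 3 and 2 with at least 2-fold in every line, 7 and 4 with Welch's test, and 215 and 21 with the correction over the 2-fold probesets only, which tests fewer probesets. The 2-fold probesets were picked by the same change that was then tested, so that correction does not hold false calls at its limit. Leaving out 1 line gave 8 to 24 and 5 to 13. Averaging GI-LI-N, IMR-32 and SK-N-SH gave 0 and 0, with or without the SHEP lines averaged, by limma (1474 and 1447 at an unadjusted p under 0.05 with at least 2-fold). The hypoxia changes of GI-LI-N, IMR-32 and SK-N-SH correlated at 0.04 to 0.115, against a median of 0.041 and a highest of 0.157 in other pairs of lines. Averaging and leaving out leave fewer samples. The settings with the 3 SHEP lines averaged and without both SHEP21N lines also leave 9 lines, yet kept 9 and 12 modulated probesets. The cause was not tested further.

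Changed probesets numbered 26. They became 172 with the floor (71 higher and 101 lower), 95 with the filter, 9 with the SHEP lines averaged, 12 without both SHEP21N lines, 0 with GI-LI-N, IMR-32 and SK-N-SH averaged, 9 without the replicate block, 59 with the paired t-test (33 higher and 26 lower), 8 at an adjusted p under 0.01 and 8 to 24 without 1 line. Changed genes numbered 23. With no fold limit, 29 genes were higher and 3 lower, against 60 and 118 with the floor and 36 and 69 with the paired t-test. With the limit they became 8 with the SHEP lines averaged, 13 without both SHEP21N lines, 2 and 0 with GI-LI-N, IMR-32 and SK-N-SH averaged without and with the SHEP lines averaged, 4 without the replicate block, 13 with the mean of all probesets, 3 at an adjusted p under 0.01 and 7 to 22 without 1 line. The cause was not tested.

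The regularization selected 6 probesets with an error of 4.55% and an intersection of 6. An epsilon of 1 gave an error of 13.6% and linear signals 27.3%. A whole line left out gave 10 probesets, 9.09% and an intersection of 10. Probesets in every loop numbered 2 (intersection 2) and in at least 1 loop 14 (intersection 13). Fixed tau at 0.9, 0.85, 0.8, 0.7, 0.6 and 0.5 selected 10, 13, 19, 51, 133 and 262 probesets, with errors of 4.55%, 18.2%, 22.7%, 50.0%, 31.8% and 40.9% and intersections of 10, 13, 14, 20, 23 and 24. With the regularization kept on all arrays, the intersection was 2 at an adjusted p under 0.01, 0 with at least 2-fold in every line, 2 to 6 without 1 line and 0 with GI-LI-N, IMR-32 and SK-N-SH averaged. A smaller tau admits more probesets by construction. Genes with a provider interaction numbered 0 with the values as deposited, 4 with quantile normalization, 68 with the floor, 7 with the filter, 6 with SHEP21N over-expressing MYCN left out and 0 with the 2 SHEP21N lines averaged, the last 2 chosen after the data were examined. The number of arrays above a control ratio of 3, counted over both controls, became 1 with the middle probeset in place of the 5' one. The cause was not tested.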

Differences from the paper's values

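The paper gives 174 modulated probesets, against 26 here with at least 2-fold and an adjusted p under 0.05. The paper's text names the selection of probesets with at least 2-fold first, then a t-test with the correction, and no p limit, while the count here applied both limits to all probesets. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The correction over the 2-fold probesets only, which follows that order but was chosen after seeing the values, gave 215, and 11 of the 32 genes of Table 2 had no probeset among them. The 2-fold step used the change that was then tested, so 215 is not a count with false calls held at the limit.

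The paper's regularization list holds 137 probesets, against 6 here. No alternative set before the data were examined came within 1.5 times. With tau fixed at 0.6, chosen after seeing the values, 133 probesets were selected, with 31.8% of the left-out arrays wrong and 16 of the 32 genes of Table 2 without a selected probeset. The paper's leave-one-out error is 10%, against 4.55% here. Of the alternatives set before the data were examined, an epsilon of 1 (13.6%) and a whole cell line left out (9.09%) came within 1.5 times and linear signals (27.3%) did not.

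The paper's intersection holds 62 probesets, against 6 here, and no setting that was run came within 1.5 times, the highest being 24 with tau fixed at 0.5. The paper's signature holds 32 genes, of which 12 had a modulated probeset here. This compares genes of the paper's signature with modulated probesets alone. No alternative set before the data were examined came within 1.5 times of 32, the highest being 21 with the filter at a mean signal of 100, and the floor of 50 gave 20. Genes of Table 2 without a modulated probeset in the main comparison numbered 20, and 11 of these had none under any setting: ANGPTL4, BTG1, EGLN1, IGF1R, IGFBP3, MAPT, MTFP1, MXI1, PGM1, PLOD1 and TPI1. The others had one under the filter and, chosen after seeing the values, with the correction over the 2-fold probesets only. Some of them also had one with the values as deposited (15 of the 32 genes), quantile normalization (14), the paired t-test (13) or without SK-N-BE(2)C (13). With the floor of 50 all of them except EGLN3 had one. AK4 also had one without GI-ME-N (12 of the 32 genes) and without SHEP21N over-expressing MYCN (12).

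The paper's limit for the 3'/5' ratios is 3, which it reports that all samples kept below, and the highest ratio here was 94.0, for ACTB on the normoxic array of SHEP21N over-expressing MYCN. The median ratios, 1.12 for GAPDH and 1.61 for ACTB, lie below that limit. The alternative set before the data were examined, the 3' over middle ratio, also exceeded it, with a highest value of 3.87.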

Other observations

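Genes of the cell cycle had a median log2 change of -0.10. Of 26 measured, none passed limma's test over all genes, 5 were lower at an unadjusted p under 0.05, 3 when adjusted over the list alone and 3 by the paired t-test. The smallest p values were those of CCNE2, a cyclin of the G1 to S transition (-0.70, adjusted p = 0.0924, lower in 10 of 11 lines), and RRM2, a subunit of ribonucleotide reductase (-0.53, adjusted p = 0.120). The group passed with camera's preset correlation (adjusted p = 0.00332) but not with an estimated correlation (adjusted p = 0.378). The call of the cell cycle group was also lost without the cell line block. Of 15 genes of the nucleolus and ribosome biogenesis, none passed limma's test, 3 were lower at an unadjusted p under 0.05 and 1 when adjusted over the list alone or by the paired t-test, with an adjusted p of 0.0135 for the group and 0.378 with an estimated correlation. Its call was lost without the cell line block, with the mean of all probesets and without SHEP-2 or GI-ME-N. Of 47 hypoxia genes described in epithelial tumors 12 rose (18 higher and 6 lower when adjusted over the list alone), with an adjusted p of 3.12e-09 for the group and an adjusted p of 0.0867 with an estimated correlation. Of its members 8 are genes of Table 2. Genes of mitophagy, autophagy and cell death did not pass as a group (adjusted p = 0.241), although BNIP3 and BNIP3L, which are genes of Table 2, rose among 13 measured.

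Among the other lists no member passed limma's test over all genes, nor by the paired t-test. The adjusted p for the group, with the members higher and lower at an unadjusted p under 0.05, was 0.593 (0 and 3 of 20) for the unfolded protein and integrated stress response, 0.895 (0 and 2 of 13) for immediate early and heat shock genes, 0.103 (1 and 4 of 24) for the mitochondrial respiratory chain, and 0.0849 (1 and 4 of 14) for mitochondrial biogenesis and the TCA cycle. It was 0.702 (0 and 0 of 15) for cholesterol synthesis, 0.125 (1 and 2 of 21) for sympathetic noradrenergic markers, 0.125 (2 and 0 of 18) for mesenchymal markers, 0.521 (4 and 1 of 19) for neural crest and stem cell genes, 0.895 (0 and 0 of 10) for blood and endothelial markers, and 0.283 (0 and 1 of 12) for metallothioneins and iron. The respiratory chain passed with the floor of 50, with the SHEP lines averaged (alone and with GI-LI-N, IMR-32 and SK-N-SH averaged), without SK-N-SH and without SHEP21N over-expressing MYCN. Mitochondrial biogenesis passed with the SHEP lines averaged (alone and with GI-LI-N, IMR-32 and SK-N-SH averaged) and without SHEP21N not over-expressing MYCN. The mitophagy list passed without the cell line block, the noradrenergic markers without SHEP21N over-expressing MYCN, and the mesenchymal markers with the floor and without ACN. Adjusted over the list alone, 1 immediate early or heat shock gene, HSPH1, was lower.

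In SHEP21N the mean log2 change of the Table 2 genes was 0.93 with MYCN overexpression and 1.04 without it, a difference of -0.10 (SD over genes 0.555) from 1 pair of arrays each, with no test. The normoxic array labelled as over-expressing MYCN is that with the highest 3'/5' ratios. MYCN at its brightest probeset had a mean log2 change of 0.02 over the 11 lines (adjusted p = 0.982 from limma). This probeset had a highest signal of 55.3 in ACN, SHEP-2, GI-ME-N and both SHEP21N lines, so it cannot show a MYCN change there. At the less bright probeset SHEP21N with MYCN overexpression had 830.2 in hypoxia and 13.7 in normoxia, from 1 array each. GAPDH and ACTB had mean log2 changes of 0.16 (adjusted p = 0.549) and 0.11 (adjusted p = 0.838). None of the 32 Table 2 genes passed the interaction test between the SHEP lines and the other lines, where limma's adjusted p was lowest for FAM162A, at 0.396, while 3 of the 32, ANKRD37, FAM162A and KDM3A, had an unadjusted p under 0.05.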
